A study of Mus musculus with 26 samples.

How the data were processed

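Mouse spleens from malaria-infected animals were measured with 10x Visium in 23 spatial libraries from 15 mice, and with 1 single-cell capture that pooled mice 708, 709 and 713. Groups, batches and mouse numbers were taken from the sample titles and the genotype labels. Per the labels' protocols, fresh-frozen tissue was embedded in OCT (a freezing medium) and sectioned at 10 µm, and RNA quality had been checked for the frozen and the formalin-fixed paraffin-embedded (FFPE) blocks. Per the series design text, the spatial libraries came from 5 fresh-frozen and 3 FFPE slides and were sequenced in 6 runs. Which section lay on which slide is not given in the sources used here.

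The deposited spatial matrices hold whole-number counts of unique molecular identifiers (UMIs) per gene and spot, made by the authors with Space Ranger 2.0.0, per the file headers. The single-cell matrices hold UMI counts per gene, antibody tag or hashtag and barcode, made by the authors with Cell Ranger 4, per the file headers. The aligner settings, genome build, annotation and probe set are not given in the sources used here. The deposited position, barcode and feature lists, of a type other than measurements, were used to place spots on the array and to name genes. The tissue images and their scale factors were not used here.

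The files without CytAssist from fresh-frozen tissue listed 32285 genes, and the FFPE and CytAssist files listed 19465, all of which are in the longer list. Only spots over tissue, per the position lists, of the 4992 on an array were used. Gene coordinates were taken from GENCODE vM21 on GRCm38, which held 32158 of the 32285 listed gene identifiers and 19451 of the 19465, and were used only to place genes, since the build behind the counts is not given.

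For each library the median UMIs and median detected genes per spot were computed. Moran's I, a measure of how alike touching spots are, was computed for each gene of a marker list on log1p counts scaled to 10000 per spot, with the 6 touching spots as neighbours, for libraries and settings with at least 100 spots. The median over the markers gave 1 value per library. The list held 71 genes in 13 panels, of which 67 were in both gene lists. FFPE (second batch) and fresh-frozen wild-type libraries were compared with two-sided exact permutation tests of library values over the 70 splits of 8 libraries, for which the smallest possible p is 0.0286. Depth was equalised by thinning each spot to 1000 UMIs, and afterwards also to 4000.

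Counts per library scaled to equal totals are given as CPM, and those that also carry edgeR's scaling factors as TMM-scaled CPM. Genes were compared on counts summed over the tissue spots of a library with edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood tests, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3. The 4 wild-type workflow groups (12 libraries) were fitted together, on the genes both lists hold, so that groups of 2 shared 1 estimate of the spread. The 2 T-bet KO and 2 CTRL libraries whose titles name that comparison were fitted alone. Marker panels were tested with fry, and camera as the alternative, from limma 3.58.1. DESeq2 1.42.0 was the other tool. Standard errors of log2 fold changes came from the edgeR fit.

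Spots of the KO and CTRL libraries were grouped into regions by Leiden clustering at resolution 0.5 on 15 neighbours, 20 principal components and 2000 variable genes. Regions with at least 20 spots in each of the 4 libraries were tested on summed counts. Regions are named by number and leading genes, and no cell-type makeup was estimated for spots.

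Of 3963785 single-cell barcodes, 27978 had at least 500 gene UMIs, 27967 of these had at least 200 genes, and 27584 of these had at most 10% mitochondrial UMIs. Barcodes whose highest hashtag count was under 2, or under 2 times the next (2691, 9.76%), were left out, which left 24893 cells. Those left out can be doublets between mice or barcodes with too few hashtag counts. Doublets within a mouse cannot be seen by hashtags and no caller was run. Cells were clustered as the spots were, and a cluster was named after a panel only when at least 3 of its markers were raised 2-fold (pseudocount 0.1) and detected in 10% of its cells. A cluster stayed unnamed when another panel had more genes among its 10 leading ones, or when it had few UMIs and none of the panel's genes among these. Libraries were compared by Spearman correlation across 19140 genes of the log2 of CPM plus 1.

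The genes named in the text follow a rule set before the data were examined, as were the marker panels, the tests and most alternatives. The rule names Tbx21 and the markers, of which results on 1 marker gene are not reported here, nor is a test on antibody counts. In each workflow contrast it names the 3 highest and the 3 lowest fold changes among genes with an adjusted p under 0.05, an average of at least 5 log2 CPM and no overlap between libraries. In the KO contrast it names the 5 genes with the smallest p in each direction. The immunoglobulin constant genes were singled out after their values were seen. A fold against a group with no count is a lower bound, set at 3 counts over the group. Intervals and bounds cover counting error only.

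Libraries with the same mouse number come from 1 animal, per the titles, so the numbers pair mice 708, 709 and 713 across workflows. Deviations of same-mouse libraries from their group means correlated with a median of -0.0281 over 10 pairs (-0.331 to 0.463), and 5 of the 10 pairs were above 0.1. The 20 pairs of libraries within a group were also checked for repeats of 1 library, and 0 pairs were identical. The chi-square per degree of freedom ranged from 11.4 to 244 over the pairs, well above sampling noise.

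The alternatives were DESeq2 and its size factors, no filter on low counts, the mouse as a block, only mice 708, 709 and 713, counts thinned to the smallest library, pilot libraries added, other cluster resolutions, other summaries per spot, and each library left out in turn. Alternatives added after the data were seen are named as such where their effect is given. The edgeR test was tried on simulated counts with 200 genes changed by 2 on the log2 scale. In these it found 100% of 200 for FFPE against fresh frozen (17974 genes), with 3.38% of its calls false, and 100% for KO against CTRL (14200 genes), with 7.41% false. For the other workflow contrasts false calls were 6.54%, 5.66% and 4.78% (17964, 18077 and 17877 genes) and 94% of 200 were found in region 9 (7968 genes), with 6.93% false. The simulated changes had a single size and random directions and lay in better-counted genes. In the whole-library contrasts the data also had more changed genes than were simulated. These rates therefore need not hold for the real contrasts. In simulated arrays unpatterned genes had a mean Moran's I of -0.000786 and banded genes at least 0.557.

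Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. Summed library depth ranged from 1616127 to 84420328 UMIs.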

Results

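Visium counts RNA molecules, as unique molecular identifiers (UMIs), on an array of barcoded spots under a tissue section, so that each count belongs to a gene and a position. The 26 samples were 23 spatial libraries of malaria-infected mouse spleens and the gene, antibody and hashtag parts of 1 single-cell capture of mice 708, 709 and 713. The fresh-frozen workflow captures polyadenylated RNA, whereas the FFPE and CytAssist workflows count pairs of gene-specific probes. CytAssist is an instrument that moves probes from an ordinary slide to the array.

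The fresh-frozen libraries comprised 4 wild-type libraries (WT_544, WT_545, WT_708 and WT_709, named by genotype and mouse number), 2 labelled CTRL (CTRL_173 and CTRL_174), 2 labelled T-bet KO (KO_167 and KO_168), and a pilot of WT_543, WT_545, CTRL_172 and KO_167. The FFPE libraries comprised a first batch of 3 WT mice (WT_460, WT_462 and WT_463) and a second batch of 4 WT mice (WT_708, WT_709, WT_710 and WT_713). CytAssist was used on fresh-frozen and on FFPE tissue of mice 709 and 713. In the main comparisons each workflow is its own batch, so workflow, slide and batch cannot be told apart there, and no batch holds more than 1 workflow.

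Library depth spanned 1616127 to 84420328 UMIs. The fresh-frozen WT libraries held 37876110 (WT_544), 19213033 (WT_545), 11853984 (WT_708) and 20773865 UMIs (WT_709). The CTRL libraries held 22230187 (CTRL_173) and 32175421 (CTRL_174), and the KO libraries 17150758 (KO_167) and 27868192 (KO_168). In the pilot, totals were 12631277 (WT_543), 11109607 (WT_545), 1616127 (CTRL_172) and 5689709 (KO_167). The first FFPE batch held 21243420 (WT_460), 23887697 (WT_462) and 23547074 (WT_463), and the second 40849594 (WT_708), 46871538 (WT_709), 44264463 (WT_710) and 41282436 (WT_713). Fresh-frozen CytAssist libraries held 84420328 (WT_709) and 77918610 (WT_713), and FFPE CytAssist libraries 59876096 (WT_709) and 21572634 (WT_713). Spots over tissue numbered 592 to 3224 per library.

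The sensitivity of the workflows was compared first. Median UMIs per spot were 7782 ± 2221 in the fresh-frozen WT libraries (SD, n = 4) and 21730 ± 2012 in the second FFPE batch (SD, n = 4). The difference in mean log2 was 1.53, a 2.89-fold higher value in FFPE, and all 4 FFPE libraries lay above all 4 fresh-frozen ones (two-sided exact permutation test, p = 0.0286, the smallest that 70 splits allow). The alternative that moved it most took all WT libraries without CytAssist, pilot and first FFPE batch included, and gave 2.06. The first FFPE batch had 33390 ± 3602 UMIs per spot (SD, n = 3), CytAssist on fresh-frozen tissue 30053 ± 2465 (SD, n = 2) and CytAssist on FFPE tissue 19556 ± 11410 (SD, n = 2). The FFPE CytAssist libraries differed from each other, with medians of 27623.5 (WT_709) and 11488 (WT_713), and groups of 2 were not tested. The fresh-frozen CTRL and KO groups had 9618 ± 1234 and 8257 ± 2584 (SD, n = 2 each), and the pilot WT libraries 4871 ± 1836 (SD, n = 2). Pilot CTRL_172 and KO_167 had medians of 113 and 577 UMIs per spot.

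Median genes per spot were 3016 ± 634 in fresh-frozen WT and 5726 ± 307 in FFPE libraries (SD, n = 4 each). The difference in mean log2 was 0.95, or 1.93-fold (two-sided exact permutation test, p = 0.0286, the smallest possible). At equal depth the difference was smaller and not detectable. With each spot thinned to 4000 UMIs, a depth added after the data were seen, it was 0.121 on the log2 scale (two-sided exact permutation test, p = 0.0857). With each spot thinned to 1000 UMIs it was 0.00 on the log2 scale (0.00493, two-sided exact permutation test, p = 0.943), where 2 to 6 spots of each fresh-frozen library and 54 of FFPE WT_708 were too shallow and left out. CytAssist groups had 6083 ± 334 genes (fresh frozen) and 5998 ± 1638 (FFPE; SD, n = 2 each), and the first FFPE batch 6772 ± 202 (SD, n = 3).

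Spatial structure was measured as Moran's I of the marker list, which is near 0 when touching spots are no more alike than chance. Its median over markers was 0.113 ± 0.0541 in fresh-frozen WT and 0.247 ± 0.0351 in FFPE libraries (SD, n = 4 each). The difference was 0.134, with every FFPE library above every fresh-frozen one (two-sided exact permutation test, p = 0.0286, the smallest possible). Thinned to 1000 UMIs per spot, both groups fell, to 0.0276 and 0.0343, and the difference was 0.00677 (two-sided exact permutation test, p = 0.286). Without FFPE library WT_710 the difference was 0.119 (two-sided exact permutation test, p = 0.0571). CytAssist gave 0.270 ± 0.0675 on fresh-frozen and 0.240 ± 0.0949 on FFPE tissue (SD, n = 2 each).

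**Figure D1:**
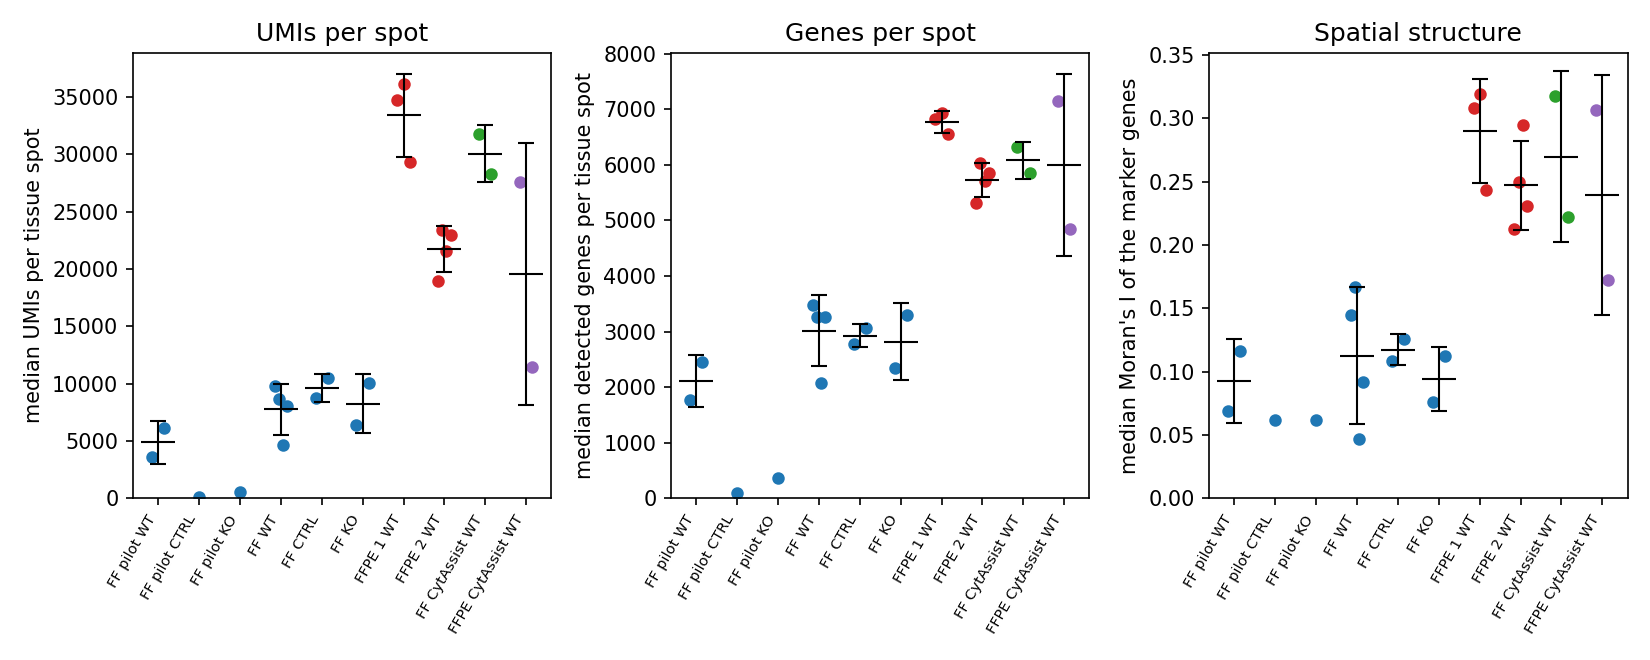
Median UMIs per spot, median genes per spot and median Moran's I of the markers (y axes) for each of 23 libraries (points) by group (x axis), with the mean ± SD as bars where a group has more than 1 library. The 4 libraries of the second FFPE batch lie above the 4 fresh-frozen WT libraries in all panels, and the FFPE CytAssist pair is the widest apart in UMIs.

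**Figure D2:**
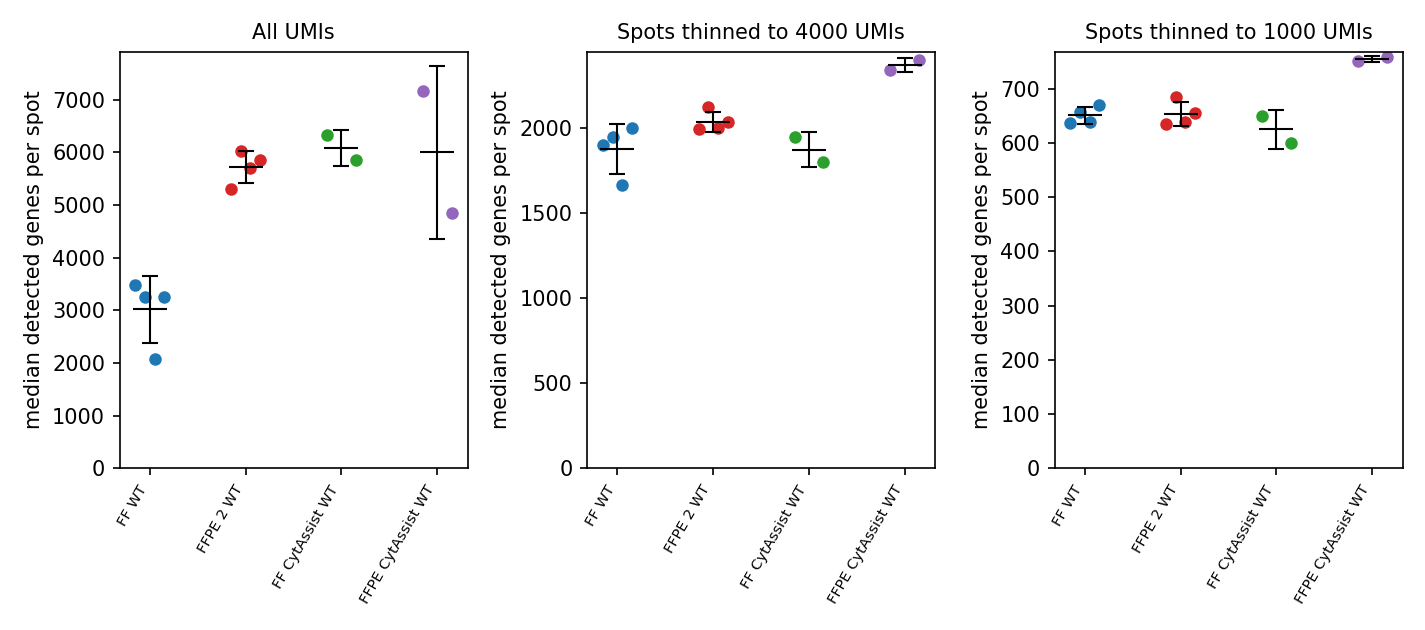
Median genes per spot (y axis) in the 4 WT workflow groups (x axis), with all UMIs and with spots thinned to 4000 and to 1000 UMIs, as points per library with mean ± SD. The gap between FFPE and fresh frozen with all UMIs (5726 against 3016 genes) closes at 1000 UMIs.

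Gene by gene, 19140 genes were tested across the 4 workflows. Between FFPE and fresh frozen, 8741 genes (45.7%) differed by edgeR's adjusted p, 4389 higher and 4352 lower in FFPE. The alternative that moved this count most asked for a change beyond 2-fold, which left 4424. CytAssist on fresh-frozen tissue differed from fresh frozen in 9427 genes (4809 higher, 4618 lower). CytAssist on FFPE differed from FFPE in 13239 genes (8327 higher, 4912 lower), and from CytAssist on fresh-frozen tissue in 14412 (9331 higher, 5081 lower). Thinning all libraries to the smallest lowered these last counts to 6564 and 8497. DESeq2's size factors moved the median log2 fold change of all genes by 0.175 and 0.176 in those contrasts and thinning moved it by 0.211 and 0.245, so single-gene values there are relative to an uncertain scaling.

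The largest changes between FFPE and fresh frozen were nearly all or none. The J segments of the immunoglobulin heavy chain led the increases. Ighj4 (ENSMUSG00000076618, chromosome 12, 113428514 to 113428567, minus strand, GRCm38) had 174567 UMIs in the FFPE libraries and 0 in fresh frozen, at least 22707-fold higher relative to the UMIs of genes both lists hold (edgeR adjusted p = 1.87e-12, higher in 4 of 4 libraries). Ighj1 (chromosome 12, 113429781 to 113429833) had 499441 UMIs against 1, a ratio of 194894 with a counting interval of 34979 to 7.7e+06. Sept2 (ENSMUSG00000116048, chromosome 1, 93478993 to 93509733) had 36083 against 0, at least 4693-fold higher. J segments (54 and 53 bases here) are joined to other segments in B cell transcripts, and reads shared with related segments or gene models were not resolved, so values of these 3 genes are uncertain. Pcna (ENSMUSG00000027342, chromosome 2, 132249162 to 132253314) was lower in FFPE by a log2 fold change of -12.30 (SE 0.36), at 0.108 against 554 TMM-scaled CPM (counts scaled to library totals and edgeR's factors). Gapdh (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) changed by -12.19 (SE 0.44), at 0.164 against 787 TMM-scaled CPM. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) changed by -9.94 (SE 0.37), at 1.496 against 1468 TMM-scaled CPM.

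CytAssist on fresh-frozen tissue, a comparison within 1 kind of tissue, was led by Ighj4, Ighj1, Gapdh and Pcna too. Ighj4 was at least 9009-fold higher than in fresh frozen, Ighj1 had a ratio of 90804 (16297 to 3.6e+06), and Gm8909 (chromosome 17, 36164443 to 36168537), a gene with close relatives and so uncertain, was at least 2637-fold higher with 18995 UMIs against 0. Gapdh changed by a log2 fold change of -14.22 (5 UMIs against 53144), Pcna by -12.21 and Ndufb2 by -11.29. Between CytAssist FFPE and FFPE, the named genes were smaller in effect. Pcna was higher by 4.36, Gapdh by 4.0 and Isca1 by 3.16, although Pcna and Gapdh stayed at 2.33 and 2.79 TMM-scaled CPM, and Cxcl13 was lower by a change of -2.57, Igha of -2.39 and Hemgn of -2.37. Between CytAssist FFPE and CytAssist fresh frozen, Gapdh (6.03), Ndufb2 (5.96) and Sp140 (5.37) were highest and Cstb (-4.70), Fcgrt (-3.86) and Ifitm3 (-3.68) lowest. Each of these was past the edgeR threshold with no overlap between the libraries of the groups.

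Of the 67 markers tested, 32 differed between FFPE and fresh frozen over all genes and 32 adjusted over the list alone (13 higher, 19 lower). For CytAssist fresh frozen against fresh frozen both counts were 37 (14 higher, 23 lower). CytAssist FFPE against FFPE had 29 over all genes (2 higher, 27 lower) and 25 adjusted over the list alone, and 16 over all genes without FFPE CytAssist library WT_713. CytAssist FFPE against CytAssist fresh frozen had 33 over all genes (11 higher, 22 lower) and 30 adjusted over the list alone. Immunoglobulin genes went both ways between FFPE and fresh frozen, with 11 of 24 higher and 9 lower.

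Whether the workflow or the animal sets the profile of a library was addressed by correlation across genes, which are not independent replicates. Libraries of different mice in 1 workflow had a median Spearman correlation of 0.987 (14 pairs), libraries of 1 mouse in different workflows 0.930 (10 pairs), and libraries of different mice and workflows 0.929 (42 pairs). By workflow pair, the median over libraries of different mice was 0.972 for FFPE and CytAssist fresh frozen, 0.930 for FFPE and fresh frozen, and 0.885 (0.883 to 0.922) for CytAssist FFPE and fresh frozen. Within workflows the median ranged from 0.979 (CytAssist FFPE) to 0.991 (CytAssist fresh frozen). The alternative that moved these most, Pearson's correlation, gave 0.945 for 1 mouse in different workflows, 0.933 for different mice and workflows and 0.996 within 1 workflow.

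**Figure D3:**
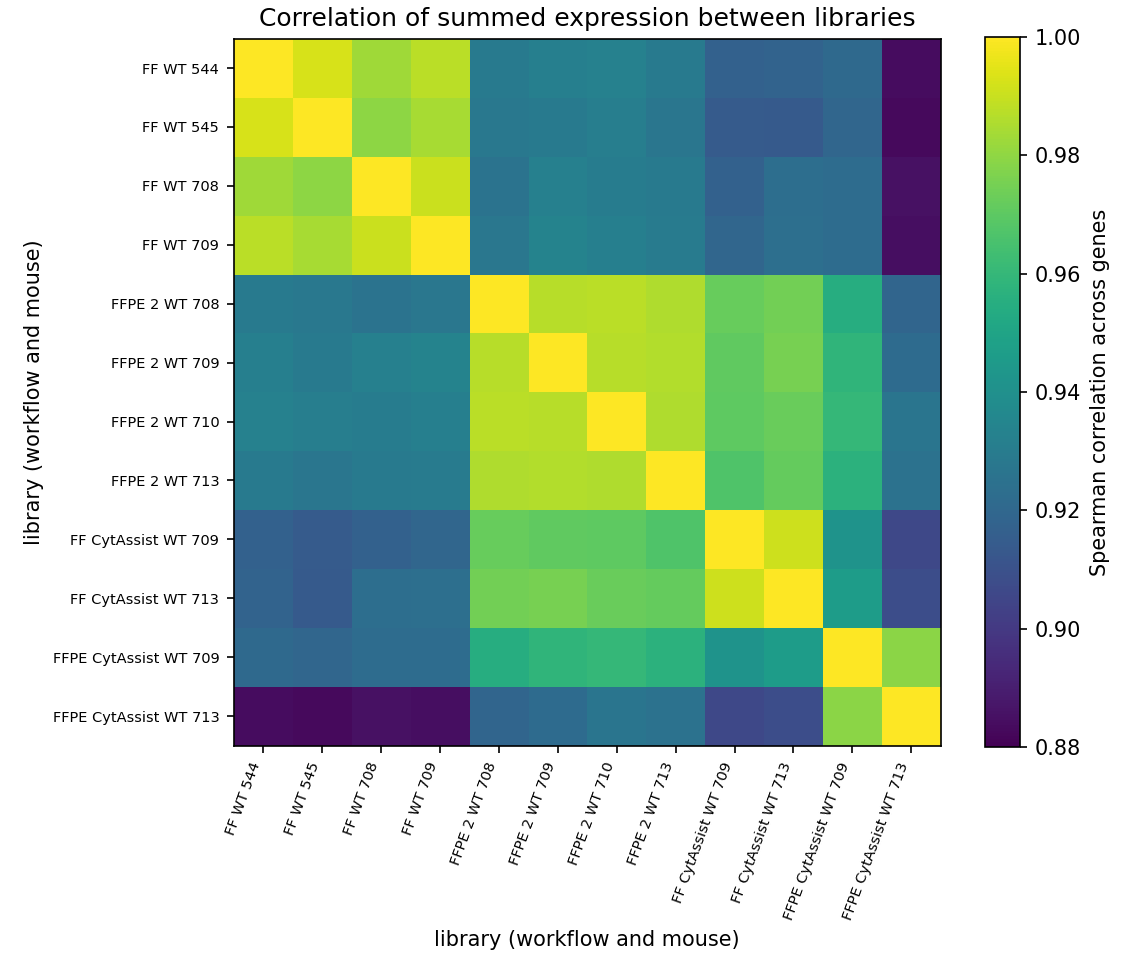
Spearman correlation across 19140 genes (colour) between each pair of the 12 WT workflow libraries (rows and columns, ordered by workflow). Blocks of 1 workflow are the most alike (median 0.987), and libraries of 1 mouse in different workflows (median 0.930) are about as alike as those of different mice and workflows (0.929).

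The matched single-cell capture gave 24893 cells after hashtag filtering, 10813 of mouse 708, 6914 of 709 and 7166 of 713, with a median of 5939 UMIs and 2265 genes. Of 27 clusters, those named by the fixed markers held 44.5% ± 3.7 B cell-like, 20.1% ± 2.4 T cell-like and 7.26% ± 1.04 germinal centre B cell-like cells per mouse (SD, n = 3). Clusters named for NK, plasma, dendritic, plasmacytoid dendritic and erythroid cells, neutrophils and monocytes or macrophages held 0.384% to 1.31% each, and unnamed clusters 22.7% ± 0.81 (SD, n = 3). Of the unnamed, 4 clusters (12.6% of cells) had 4 to 6 raised T cell markers and were left out because another panel had more genes among their leading ones, so the T cell share is too low. Correlation of the summed single cells with the spatial libraries of the same mice, across 19140 genes and with no test, was 0.866 for fresh frozen (mean of 2 libraries), 0.863 for FFPE (3), 0.847 for CytAssist FFPE (2) and 0.831 for CytAssist fresh frozen (2).

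The T-bet KO comparison asked how loss of T-bet, the transcription factor encoded by Tbx21, changes the infected spleen. Tbx21 (ENSMUSG00000001444, chromosome 11, 97098071 to 97115331, minus strand, 6 exon blocks, GRCm38) was lower in both KO libraries, at 7.46 (KO_167) and 8.15 CPM (KO_168; counts scaled to equal library totals), than in both CTRL libraries, at 23.5 (CTRL_173) and 18.5 CPM (CTRL_174). The log2 fold change was -1.62 (edgeR adjusted p = 4.62e-05, lower in 2 of 2 libraries). In the pilot it was 5.98 CPM in KO (34 UMIs, exact Poisson interval 4.14 to 8.35) and 16.7 in CTRL (27 UMIs, 11.01 to 24.3), counting error only. The deleted part of the gene is not given in the sources used here, and UMIs near the 3' end can lie outside it, so the residual counts do not check how complete the deletion was.

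Between KO and CTRL, 563 of 14398 genes differed (edgeR, 199 higher and 364 lower in KO). Asking for a change beyond 2-fold left 98. Of the other alternatives, the one that moved this count most as a ratio, one library per animal with the pilot included, gave 114. The one that moved it most in number of genes, no filter on low counts, gave 1395. The count rested on single libraries too, at 178 without KO_168 and 899 without CTRL_174. DESeq2 called 355.

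The genes with the smallest p among those higher were Gm8797 (log2 fold change 5.46, SE 0.12, edgeR adjusted p = 3.80e-10, 272 against 6.11 TMM-scaled CPM), Eps8l1 (2.62), Ighg1 (2.92), Gm21887 (2.02) and Irgm2 (1.53). Those lower were Slc15a2 (-3.47), Gm49980 (-1.63), Ighg2c (-7.59), Cxcr3 (-1.59) and Cdk5rap1 (-1.51). All 10 separated both KO from both CTRL libraries. All 10 also had the same sign between the pilot pair, which is 1 library per group and without a test. The pilot KO library is of the same mouse as KO_167, so the pilot adds no new KO animal. Gm8797, Gm21887 and Gm49980 are gene models for which reads shared with copies or overlapping genes were not resolved.

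The immunoglobulin constant genes were looked at after these values were seen. Ighg2c (chromosome 12, 113285325 to 113288932) fell from 22307 TMM-scaled CPM in CTRL to 115 in KO (edgeR adjusted p = 1.73e-06, lower in 2 of 2 libraries). Ighg1 (chromosome 12, 113325240 to 113330523) rose from 908 to 6851 TMM-scaled CPM (edgeR adjusted p = 1.28e-06, higher in 2 of 2). Ighe rose by 2.24 (0.000469), Ighg3 by 1.097 (0.0162), and Igkc changed by -0.85 (0.0324), with edgeR adjusted p values in parentheses and 2 of 2 libraries showing the direction. The pilot pair did not show the rise of Ighg3 (2200 CPM in KO, 2248 in CTRL). Igha, Ighd, Ighm and Ighg2b were not past the threshold (0.86, 0.33, 0.17 and -0.21 on the log2 scale). IgG constant genes are related, so reads could be shared between them.

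**Figure D4:**
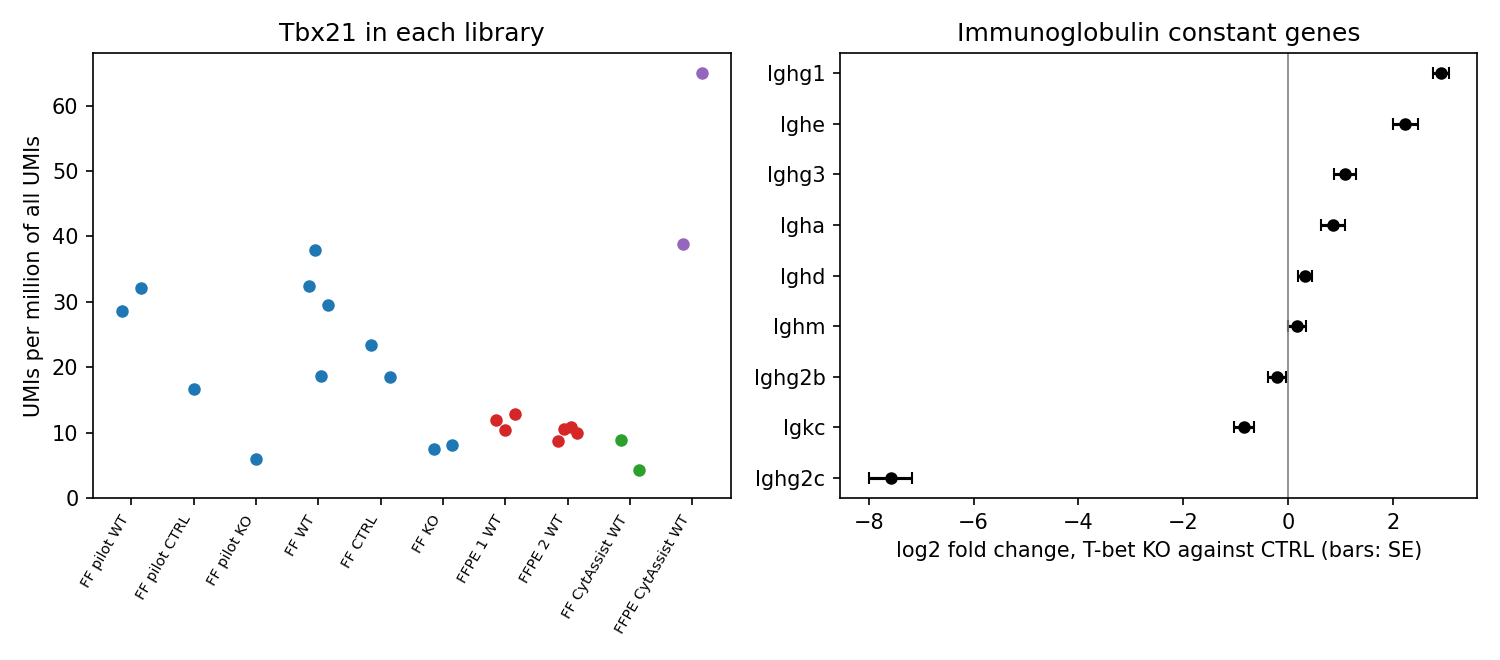
Left, Tbx21 CPM (y axis, over each library's own gene list) per library (points) by group (x axis). Right, log2 fold change of immunoglobulin constant genes in KO against CTRL (points, SE as error bars), where Ighg2c (-7.59) and Ighg1 (2.92) go in opposite directions.

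Of 70 markers tested, 16 differed over all genes and 32 adjusted over the list alone (of the 16, 4 higher and 12 lower). Among those lower in KO were Mef2b (-1.28), Nuggc (-1.40), S1pr2 (-0.58), Mzb1 (-1.33), Xbp1 (-0.98), Sdc1 (-1.12), Derl3 (-1.11), Jchain (-0.71), Prdm1 (-0.55), Cd22 (-0.38) and Ly6c2 (-0.86). Higher were Cd3e (0.54), Cd5 (0.50), Marco (0.89) and Ngp (0.43). Without KO_168 the count was 9. Of 13 marker panels fry called 0, with 2 at an unadjusted p under 0.05 (germinal centre B cell and monocyte or macrophage, both lower) and a smallest adjusted p of 0.226. Camera, with a preset correlation, called 7 panels (germinal centre B cell, plasma cell and monocyte or macrophage lower, T cell, marginal zone macrophage, neutrophil and plasmacytoid dendritic cell higher), of which none held under fry. The median and mean differed in sign for 2 panels (NK cell and red pulp macrophage).

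Clustering of the KO and CTRL spots gave 12 regions, most of them made of spots of 1 genotype, and 2 could be tested (17.1% of spots). Region 3, with Mef2b among its leading genes, had 59 genes that differed, on 449 and 715 spots of the CTRL libraries but only 32 and 33 of the KO libraries, and region 9, led by Ccl21a and Ccl19, had 65. The total of 124 moved most when values were centred within libraries before clustering, which made 9 of 11 regions testable and gave 1238, an alternative added after the data were seen. Without KO_168 the total was 42. Regions 3 and 9 are defined by their leading genes, which are not reported as differences.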

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

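The tests of explanations in this part, the test of whether the change with CytAssist differs between tissues and the survey of receptor genes were chosen after the results had been seen; the rule for libraries far from their group was set beforehand, and its measures afterwards.

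Fresh-frozen library WT_708 had a median of 2077 genes per spot, far from the other 3 fresh-frozen WT libraries (3256 to 3474). Its gap to the nearest was 0.844 of the whole range, above Dixon's 95% critical value for 4 samples. It was the only one of 24 tests (13 measures in 2 groups of 4, less 2 measures that did not vary in FFPE) past the limit, and chance gives about 1 in 20. Depth goes with the gap, since its median was 4624 UMIs per spot against 8061.5 to 9772.5. At 1000 UMIs per spot its median was 639 genes, within the 637 to 669.5 of the others, which argues for depth. At 4000 UMIs it was 1667 genes against 1901 to 2000, with 828 of its 1877 spots too shallow and left out, so depth alone leaves a part open. Haemoglobin genes took 29.7% of its UMIs against 11.1% to 17.5% in the others. The FFPE library of mouse 708 also had the lowest median of its group (5309.5 genes against 5707.5 to 6026), so the animal stays open next to the section, and neither was tested further. Without this library the FFPE difference was 0.78 on the log2 scale in place of 0.95.

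The change that goes with CytAssist was not the same in the 2 tissues. In fresh-frozen tissue it is also a change from polyadenylated RNA capture to probes, whereas both FFPE workflows use probes, so the difference is not one of CytAssist alone. In 10691 of 19140 genes the change from FFPE to CytAssist FFPE differed from the change from fresh frozen to CytAssist fresh frozen (edgeR interaction test, adjusted p under 0.05). It was higher in FFPE for 5376 and lower for 5315, and 4162 genes were called in both tissues with opposite signs. For Tbx21 the change was 1.71 in FFPE (edgeR adjusted p = 7.81e-06) and -2.38 in fresh-frozen tissue (2.32e-07), a difference of 4.09 (8.72e-09), with alternatives from 3.77 to 4.56. Per library Tbx21 was at 38.8 and 65.0 CPM (counts scaled to equal library totals) in CytAssist FFPE against 8.76 to 10.9 in FFPE, and at 8.86 and 4.34 in CytAssist fresh frozen against 18.6 to 37.9 in fresh frozen. CPM in fresh frozen are over the longer gene list, with 74.4% to 77.3% of UMIs in genes of both lists. They are therefore low beside the others. FFPE without CytAssist was already below fresh frozen, so the fall in fresh-frozen tissue cannot be assigned to CytAssist.

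Part of this lies in genes with next to no signal elsewhere. Of the 8327 genes higher in CytAssist FFPE than in FFPE, 6506 (78.1%) were under 1 CPM in every FFPE library, and 1821 higher genes remain without them. The same limit was met by 35.3% of all tested genes and by 0.163% of the lower ones. As the limit is set on FFPE, it takes out mostly higher genes by construction. Silent genes, meaning 2084 genes with no UMI in the single cells or in any fresh-frozen library, were detected at 97.3% and 97.0% of autosomal members in the CytAssist FFPE libraries of mice 709 and 713, with medians of 42 and 45 UMIs. In FFPE libraries of the same mice without CytAssist the median was at most 1 UMI, which argues against the animals as the cause. Signal that needs no target is argued against by the 11 listed Y-chromosome genes, which had 0 UMIs in both libraries where the silent level would give about 1005. A candidate explanation is that probes bound genomic DNA. The X to autosome ratio of silent genes was 1.13 (bootstrap interval 1.02 to 1.25) and 1.14 (1.03 to 1.26) in these libraries, and at most 0.408 in the first FFPE batch, whose libraries hold 4295 to 6487 Y-chromosome UMIs. A dose of 1 X chromosome would give 0.5, and 2 of the 3 intervals of that batch lie below it (0.305 to 0.457 and 0.244 to 0.408). The interval of WT_462, whose ratio was 0.408, includes it (0.324 to 0.503). Libraries of the second FFPE batch, with 0 Y-chromosome UMIs, had ratios of 0.801 to 1.27 from few UMIs. Genomic DNA therefore stays open. Slide and workflow cannot be told apart here.

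The rise of Tbx21 in CytAssist FFPE was not the rise that silent genes show. It was 28.8 and 54.9 CPM above the FFPE mean, against medians of 0.685 and 2.08 for silent autosomal genes, and 0 of the 1935 silent autosomal genes rose as much in both libraries. Another probe for the gene, or its handling on those slides, was not tested, and the animals and groups give no biological contrast that separates CytAssist from the other workflows.

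Receptors for odours, pheromones and trace amines (1191 genes) gave signal in the first FFPE batch, whose libraries enter no gene test. They took 399.9 CPM in WT_460, 171 in WT_462 and 180 in WT_463. Fresh-frozen libraries, as the level without probes, had 6.97 to 11.3, and fresh-frozen CytAssist libraries 6.47 and 7.67. Fresh-frozen libraries without CytAssist were scaled over the longer gene list, which lowers their CPM beside the others. The second FFPE batch had 30.9 to 53.0 and CytAssist FFPE 827 and 2374. The signal may come from probes bound to genomic DNA in fixed tissue, for which the ratio of 0.408 above leaves the question open. No biological explanation was tested, as the labels give the FFPE batches no difference other than the batch and the mice.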

How the results depend on the processing

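The tests chosen after the result was seen were thinning to 4000 UMIs, to UMIs of genes in both lists and of FFPE alone to the fresh-frozen depth, leaving out haemoglobin genes, centring before clustering, cells of a library's own mouse, crossed mouse numbers, each library left out of the correlations, and the interaction test.

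In all, 77 results had 1158 alternative values, and 1 of these reversed. Median UMIs per spot kept their direction in every alternative, and the threshold in each that had a test (1.36 to 2.06, and 1.30 to 1.66 with 1 library left out). The gene difference was 0.00493 at 1000 UMIs per spot (two-sided exact permutation test, p = 0.943) and 0.121 at 4000 (two-sided exact permutation test, p = 0.0857), and it reversed to -0.0413 at 1000 UMIs of shared genes (two-sided exact permutation test, p = 0.257). The Moran's I difference was 0.00677, 0.0248 and 0.00869 in the same order of 1000, 4000 and shared UMIs (two-sided exact permutation tests, p = 0.286, 0.171 and 0.257). Thinning lowers Moran's I in each of these 8 libraries, so a smaller difference is in part built into these. With FFPE alone thinned to the mean of the fresh-frozen medians the differences were 0.142 (log2 genes) and 0.0277 (Moran's I; two-sided exact permutation tests, p = 0.8 and 0.4). With 1 library left out the Moran's I difference was 0.112 to 0.153, and it lost the threshold without FFPE WT_710 (0.119, two-sided exact permutation test, p = 0.0571).

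With a threshold beyond 2-fold, 4424 genes differed between FFPE and fresh frozen, 6163 between CytAssist fresh frozen and fresh frozen and 8449 between CytAssist FFPE and FFPE, a stricter test by construction. Thinned to the smallest library, the CytAssist FFPE contrasts had 6564 (against FFPE) and 8497 genes (against CytAssist fresh frozen), from fewer counts. Leaving out 1 library gave 8061 to 9286, 8103 to 9971, 10632 to 13507 and 13195 to 14595 genes in the order of the report. The genes named in these contrasts kept direction and threshold in all of their 114, 133, 133 and 114 alternative values. Markers in CytAssist FFPE against FFPE numbered 16 when thinned and 16 to 36 with 1 library left out, lowest without CytAssist FFPE WT_713. The marker counts of the other workflow contrasts moved by less than 1.5 times. The interaction count was 7584 (thinned) to 13351 (DESeq2, 8498 higher and 4853 lower).

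With the mouse as a block, the 4 contrasts had 7479, 8246, 12882 and 14759 genes, which held 77.9%, 81.2%, 93.7% and 98.7% of the unblocked calls, 1 of them with opposite sign in FFPE against fresh frozen. In the paired values of mice 708 and 709 the differences were 1.79 (log2 UMIs), 1.12 (log2 genes) and 0.162 (Moran's I), and the block changed no call of a named gene and moved no count by over 1.5 times. The deviations of the 2 CytAssist groups of 2 correlated at -0.203, and crossed numbers as the block gave 14566 genes between those groups.

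Between KO and CTRL, 355 genes differed by DESeq2 (110 higher, 245 lower), 1395 with no filter (616 higher, 779 lower) and 114 with one library per animal (32 higher, 82 lower). A threshold beyond 2-fold, not among the alternative values counted above, left 98. With 1 library left out there were 178 (without KO_168) to 899 (without CTRL_174), with 397 without CTRL_173 and 643 without KO_167, where the lone library is taken to vary as the others do. Apart from fewer or more samples and genes tested, the cause was not tested. Markers numbered 31 with no filter, 7 with one library per animal and 9 to 21 with 1 library left out, lowest without KO_168. Camera called 7 panels in place of 0. Region calls were 729 at resolution 0.3, 270 at 1.0 and 1238 after centring, which change the regions tested, and 42 (without KO_168) to 130 with 1 library left out. Tbx21 kept its call over all spots in its 3 alternatives and with each library left out (-1.46 to -1.77). Of the values of named KO genes, 27 lost the threshold, 9 of them with one library per animal and 7 without KO_168, and all kept their direction. The genes concerned were Cd22, Mef2b, S1pr2, Jchain, Prdm1, Cd3e, Cd5, Marco and Ngp.

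Pearson correlation had a median of 0.996 for different mice in 1 workflow, and with the single cells 0.854 for fresh frozen, 0.852 for FFPE and 0.798 for CytAssist fresh frozen. Cells of the library's own mouse gave 0.861 for FFPE. The cause was not tested. Other correlations moved by less than the spread between libraries.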

Other observations

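The tests of explanations in this part, and the choice of the genes they rest on and of the cell cluster described, were made after the results had been seen.

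More UMIs per spot may be what gives FFPE more genes and a higher Moran's I than fresh frozen. Thinned to 1000 UMIs per spot, the difference in log2 genes was 0.00493 (two-sided exact permutation test, p = 0.943). At 4000 UMIs it was 0.121 (two-sided exact permutation test, p = 0.0857). Thinning lowered Moran's I in both groups, so the FFPE libraries alone were thinned to the mean of the fresh-frozen medians (7782 UMIs), without matching the spread of depth between libraries, which gave 0.140 against 0.113, a difference of 0.0277 in place of 0.134 (two-sided exact permutation test, p = 0.4). Why FFPE libraries hold more UMIs was not tested. For the 8741 genes that differ between these groups, 1 of the 35 splits of the 8 libraries gave as many, the real one and the smallest share possible, which argues against chance.

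Among the 7701 genes at 10 CPM (counts scaled to equal library totals) or more in all fresh-frozen WT libraries, 32 were under 1 CPM in all 4 FFPE libraries, Gapdh and Pcna among them. Loss of these transcripts through fixation is argued against, since 93.8% of them (30 of 32) were also under 1 CPM in both CytAssist libraries of fresh-frozen tissue. The animals are argued against, since mice 708 and 709 are in both groups. Of 42 genes chosen by the same limits in the other mice alone, 32 (76.2%) met them within mice 708 and 709. A probe design without working probes for these genes is a candidate explanation that the counts do not test. In the other direction, 88 genes were at 10 CPM or more in all FFPE libraries and under 1 CPM in all fresh-frozen ones, of which 40 are antigen receptor segments and 48 were also at 10 CPM in both CytAssist fresh-frozen libraries.

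Genes near Tbx21 changed more often in the KO. Within 10 Mb of it, 27 of 285 tested genes (9.47%) differed, against 3.79% of 14112 elsewhere (two-sided Fisher's exact test, p = 3.03e-05, odds ratio 2.66). Of 12913 windows of that width around other genes, 1.31% (169) had as large a share. A flanking segment of another strain, carried along with the deleted allele, is a candidate explanation and the strains are not given in the sources used here. Such a segment alone is argued against as the cause of the 563 changes by the 3.79% outside it. Of 510 changed genes with at least 20 UMIs in the pilot pair, 71.4% (364) had the same sign there, against 50.7% of 3438 unchanged genes. The pilot KO library is of the same mouse as KO_167, which is in the contrast that chose these genes. Of 28 ordered pairs of fresh-frozen WT libraries of different mice, which share no animal with that contrast, 1 (3.57%) agreed as often (73.3%). A pair without a genotype contrast can therefore reach this share. Limits on the share itself were used before this test, its first limit of 5% of pairs was met, and the rule that no pair may reach the share was set last, after the value was seen. As the pairs share libraries and the pilot is 1 pair, for these genes as a set the position or slide of the 4 sections cannot be told apart from the genotype.

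The Ighg2c loss in KO was 22191 TMM-scaled CPM and the gain of the other IgG constant genes together was 7041, or 31.7% of it (42.0% without TMM scaling). Counting of the same reads under another IgG gene would need a gain as large as the loss, so it is argued against as the whole cause. Fewer antibody-secreting cells alone would lower every isotype and are argued against by Ighg1, at 2.92 higher on the log2 scale. The position or slide of the 4 sections is argued against for Ighg2c by the pilot pair, with a log2 ratio of -8.24. Fresh-frozen WT libraries of different mice differed by at most 2.82. For Ighg1 it stays open, at 3.01 against at most 3.09. A change in isotype, which the genotype contrast allows, stays open as a hypothesis, as does an allele of another strain at the Ighg2c locus.

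In the single cells, 1 cluster (number 9, 912 cells) had no raised gene of any panel, although its leading genes include Skap1, Bcl11b, Themis and Prkcq, which are known from T cells. It was singled out after its values had been seen. Its median was 12182.5 UMIs, against 4717 in B cell-like and 5351 in T cell-like cells.

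Outside the pilot, Xist was at 74.8 to 97.9 CPM in the fresh-frozen WT libraries and at 0.0900 or less in the CTRL and KO libraries, and Y-linked genes were at 0.193 or less and at 92.2 to 105 CPM there. The labels give no sex, and no group was made from these values. Immunoglobulin genes took 9.85% and 8.81% of UMIs in fresh-frozen libraries WT_544 and WT_545 and 1.97% and 2.61% in WT_708 and WT_709. Pilot WT_545 correlated at 0.976 with the later WT_545 and at 0.982 with WT_544 across 11720 genes, and pilot KO_167 at 0.984 with the later KO_167 and at 0.979 with KO_168.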
